A study of Mus musculus with 45 samples. Its data were reported in "Coordinated repression of totipotency-associated gene loci by histone methyltransferase EHMT2 via LINE1 regulatory elements" (2025).

How the data were processed

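The series holds bulk RNA-seq of mouse embryonic stem cells (mESCs), 45 libraries in 15 groups of 3. Cells with a degron tag on the histone methyltransferase EHMT2 (EHMT2-dTAG) were treated with the degrader dTAG-13 or with DMSO. The time course (12 libraries) held 24 h and 7 d of treatment, and the washout experiment (9 libraries) held DMSO for 15 d, dTAG-13 for 15 d, and 7 d of dTAG-13 followed by 8 d without it (Recovery). In the sorting experiment (12 libraries) cells with a MERVL-GFP reporter were treated for 72 h and separated into GFP-negative cells (mESC) and GFP-positive 2-cell-like cells (2CLC). In the fourth experiment (12 libraries) wild-type (WT) J1 mESCs and Dppa4 knockout (KO) mESCs were given DMSO or UNC0638, an inhibitor of EHMT1 and EHMT2, for 48 h. The sample labels name 3 clones for the time course and the washout experiment, while the sorted libraries are numbered as replicates without a clone. The cells grew on mouse embryonic fibroblast feeders.

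The authors trimmed the reads with Trim Galore and aligned them to mm10 with STAR, introns not allowed, keeping reads that fit many places and writing a single place at random. Reads were counted for genes of GENCODE vM25 and for repeat families with TEcounts at its default settings, so the strand option was that of the tool, which the sources do not name. DESeq2 size factors were computed by the authors over genes and repeats together, and Wald tests with independent filtering followed. No reads were aligned or counted here. Values of multi-copy gene families (Zscan4, Usp17l, Obox, Olfr, Xlr5, Pramel, Magea, Spopfm, Tdpoz) and of repeats are uncertain at the level of the single copy, because reads with many places were put at a single random place. Genes that lie antisense to another gene (Kank4os, Grin1os) are uncertain if reads were counted without regard to strand. Without introns, reads that span exon junctions could not be aligned across them. Pseudogenes (processed and unprocessed) held 22.8% to 29.4% of gene counts in the group means and 29.4% to 36.1% in the Dppa4 libraries. Pseudogenes such as Rpl23a-ps4 and their parent genes are therefore uncertain too.

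For the time course, washout and sorting experiments the deposited files used here hold the authors' DESeq2 comparison tables and group means, and per-library values for all genes were not analysed here. The deposited signal columns (group means, baseMean and the per-library values of the Dppa4 experiment) are counts divided by size factors. The deposited log2 columns (log2 fold change and its standard error) were used as the authors give them. The deposited score column (the Wald statistic) has the opposite sign to the log2 fold change in 100% of genes, so the sign was taken from the fold change, which has the sign of the group means in 99.7% to 100% of genes. The deposited p-value columns (raw and adjusted) were used as the authors give them, and genes without an adjusted p count as not tested. A further deposited table of the 7 d genes repeats the fold changes and p-values of the Dppa4 experiment. From it were taken the lists of 7 d genes in and outside EHMT2-repressed domains (ECORDs, the authors' clusters of genes that rise together without EHMT2) and whether the authors class a gene as a 2CLC or an mESC gene. The mESC class is not limited to genes that are higher in mESC than in 2CLC. A gene or repeat family was called when its adjusted p was under 0.05 and its absolute log2 fold change at least 1.

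The Dppa4 experiment was fitted anew from its per-library values. In 100% of them whole read counts could be recovered, with 8399885 to 12710949 gene reads per library. limma with a trend on log2 of the normalized count plus 1 was the chosen method, with a model of 4 groups, the contrasts UNC0638 v DMSO in WT and in KO, KO v WT in DMSO, and the difference of the UNC0638 effects between KO and WT. Of 55401 genes, 30115 had a read and 17258 passed the edgeR expression filter, as did 781 of 1146 repeat families, and Benjamini-Hochberg adjustment ran within each contrast over genes and over repeats apart. Repeat families kept the size factors of the deposited values. edgeR and DESeq2 on the recovered reads, other scalings, filters and pseudocounts, a replicate block and the omission of each library in turn were alternatives. No gene with a group at 0 is given a fold change from the authors' deposited tables, and in the Dppa4 experiment such genes get a lower bound ("at least") from the recovered reads, with the group at 0 taken as 3 reads.

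Differences between effects (7 d v 24 h, and 2CLC v mESC) were computed from the authors' deposited tables as differences of log2 fold changes, with the standard error as the root of the summed squares, a normal p-value and Benjamini-Hochberg adjustment. No Recovery v dTAG test, refit by another tool, replicate block or leave-one-out fit was run for these 3 experiments, because they were analysed as group means. Simulated data tested both methods. limma found 98.5%, 97.5% and 98.0% of 200 genes changed 4-fold in simulated libraries (15931 genes, dispersion 0.05), with 10, 8 and 9 false calls for the 3 contrasts. The difference of fold changes found 83.0% and 85.5% of 200 genes changed by 4 log2 units, with 4 and 7 false calls. All genes simulated for limma had the same dispersion, and the differences were drawn with the deposited standard errors. Neither share therefore gives the power in the real libraries, where genes can vary more. The cluster search found 10 of 10 planted clusters and 0 false ones. Only the planted genes were called there, so no false cluster could form. It checks that the search runs as written, not its errors among many calls.

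Gene sets of the Dppa4 experiment were tested with fry, a rotation test of whether the genes of the set move together beyond their variation between libraries, and Benjamini-Hochberg adjustment ran over 60 set tests. camera, which asks whether the set moves more than other genes and was run with a preset correlation of 0.01, was an alternative. The sets were the 7 d genes higher in ECORDs classed as 2CLC (227 genes) or mESC (44), those outside ECORDs classed as 2CLC (263) or mESC (378), the 7 d lower genes (668), and the 24 h higher (440) and lower (183) genes. The lists, chosen before the data were examined, were 2-cell-stage genes (2C, 26 genes), pluripotency (15), fibroblast feeder genes (20), germline (22), germ layers (22), interferon response (24), Y-linked (4) and H3K9 methylation factors (20), with 16 single genes and 10 repeat families to be named in any case. For the authors' deposited tables the median log2 fold change of each list was placed among 10000 random lists of genes of like expression. This percentile does not measure the spread between libraries. Besides the listed genes, the 3 highest and 2 lowest called genes with at least 1 CPM (count per 1e6) in the higher group are named, and gene models without a name of their own were passed over. A gene that this rule selects in the sorting experiment is not reported here. The condition that the libraries of the groups do not overlap was used in the Dppa4 experiment alone.

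Gene positions are whole gene spans of GENCODE vM21 on GRCm38, the same build as mm10 but an older release than the authors used, and 55141 of 55401 gene identifiers (99.5%) have a position. Clusters were runs of called genes, broken by a gene changed in the other direction or by a gap over 1 Mb, with under 50% unchanged genes and at least 4 called genes (5 in the sorting experiment). The gap replaces the borders of topological domains, which were not used here. Each cluster count was compared with 1000 shuffles of the calls over the tested genes. Chromosomes X and Y were tested with Fisher's exact test across genes, adjusted over 36 tests. For persistence after washout, 1000 simulated groups without any effect gave the number of genes that noise alone would leave called, because both comparisons share the DMSO group.

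The design, the threshold, the lists, the sets and most alternatives were fixed before the data were examined. Chosen later were a stricter adjusted p of 0.01, centring on the median, adjustment over repeats alone, TMM scaling, and pseudocounts of 0.5 and 5. So were a block of replicates within genotype and, for the medians of lists and sets, the restriction to genes with at least 1 CPM. The design had named edgeR with TMM for deposited counts, and limma for normalized values. It had named log2 CPM with a prior count of 2 for the set tests. These tests used log2 of the normalized count plus 1 instead. edgeR with TMM and log2 CPM were run as alternatives. The model of the Dppa4 experiment has no replicate block. There a replicate block was run as an alternative in all comparisons, and a block within genotype in the UNC0638 contrasts, their difference and the set tests. The check of whether numbers pair the libraries asks for a residual correlation above 0.1 in all 3, which held for WT (0.246, 0.103 and 0.431) but not for KO (0.154, -0.0923 and 0.0129) or for KO and WT in DMSO (0.0658, -0.0690 and 0.0397). The sources name 3 independent clones of each genotype, treated with DMSO or UNC0638, but not whether replicate numbers stand for clones. With 3 libraries on each side the smallest exact p over all splits is 0.1. Software was R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.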

Results

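RNA-seq of mouse embryonic stem cells was compared after removal of EHMT2, a methyltransferase of H3K9me2, and after its inhibition in cells with and without Dppa4. In EHMT2-dTAG cells the degrader acts on the protein, and the Ehmt2 transcript (chromosome 17, 34898469 to 34914052, plus strand) stayed level at 24 h at -0.02 (SE 0.22, adjusted p = 0.98) in the authors' deposited table. Its group means there were 609 and 616 normalized counts in the authors' deposited table. Its log2 fold change in the authors' deposited table was -0.09 at 7 d (adjusted p = 0.85), -0.31 at 15 d (adjusted p = 0.60) and -0.34 after washout (adjusted p = 0.80). Sorted cells gave -0.22 in mESC (adjusted p = 0.90) and 0.05 in 2CLC (adjusted p = 0.98) in the authors' deposited table. In the Dppa4 experiment the Dppa4 transcript had 829.8 normalized counts in WT DMSO (SD 115, n = 3) and 758 in WT UNC0638 (SD 27.1, n = 3), and all 6 KO libraries had 0. Ehmt2 changed by -0.41 with UNC0638 in WT (adjusted p = 0.59).

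At 24 h of dTAG, 440 genes were called higher and 183 lower in the authors' deposited table (20983 tested, 4150 with a raw p under 0.05), so that 70.6% of 623 changed genes rose. With an adjusted p under 0.01, the setting that moved this count most, 377 genes remained (290 higher, 87 lower). The highest were Usp17lb at 5.43 (SE 0.41, adjusted p = 4.7e-36, chromosome 7, 104840257 to 104842603), Obox4-ps36 at 4.86 (SE 1.15, adjusted p = 0.0016, chromosome 7, 14767725 to 14768447) and Usp17la at 4.74 (SE 0.38, adjusted p = 1.7e-31, chromosome 7, 104857009 to 104862667) in the authors' deposited table. All 3 belong to multi-copy families and are uncertain as single genes. Lowest in the authors' deposited table were Xist at -7.23 (SE 2.26, adjusted p = 0.031, chromosome X, 103460366 to 103483254, mean 1.00 against 149.6) and Serpina3n at -6.50 (SE 1.69, adjusted p = 0.0054, chromosome 12, 104406729 to 104414329). The mean of Serpina3n was 32.1 in DMSO 24 h but 0 in DMSO 7 d, so the DMSO 24 h group may carry this fall. Zscan4c rose by 3.33 (SE 0.71, adjusted p = 2.9e-04, chromosome 7, 11005745 to 11010547) from a mean of 58.0 to 583 in the authors' deposited table, and Zscan4d by 3.76 (SE 0.35, adjusted p = 6.6e-23, chromosome 7, 11161374 to 11166159). Pou5f1 (0.08, adjusted p = 0.72) and Nanog (-0.42, adjusted p = 0.15) were not called in the authors' deposited table.

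Of 874 repeat families tested at 24 h, 6 were higher and 2 lower in the authors' deposited table, and 163 had a raw p under 0.05. Only 4 of these 8 were left when p was adjusted over repeats alone. MERVL-int rose by 2.44 (SE 0.31, adjusted p = 3.5e-12, mean 5296 to 28792), its terminal repeat MT2_Mm by 2.16 (SE 0.25, adjusted p = 1.7e-14) and X7C_LINE by 2.53 (SE 0.46, adjusted p = 8.2e-06) in the authors' deposited table. RLTR30D_MM (-1.89, adjusted p = 0.031) and RLTR16C_MM (-1.18, adjusted p = 0.027) fell in the authors' deposited table, while L1Md_T (0.54, adjusted p = 0.60) and IAPEz-int (0.00) were not called. Counts of repeats are uncertain because reads with many places were placed at random.

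After 7 d the authors' deposited table had 912 genes called higher and 668 lower (57.7% higher, 24168 tested, 6500 with a raw p under 0.05). Spopfm1 (chromosome 3, 94264036 to 94266784, adjusted p = 4.2e-10), Magea5 (chromosome X, 155053061 to 155063145, adjusted p = 3.4e-05) and Magea8 (chromosome X, 154985775 to 154995850, adjusted p = 1.7e-05) were highest and listed at 0 in DMSO in the authors' deposited table, with dTAG means of 63.6, 22.8 and 22.2. Grin2c fell by 3.21 (SE 0.50, adjusted p = 1.2e-08, chromosome 11, 115249169 to 115267243) and Ppp1r36 by 3.02 (SE 0.79, adjusted p = 0.0023, chromosome 12, 76417538 to 76439492) in the authors' deposited table. Zscan4c reached 4.21 (SE 0.71, adjusted p = 1.8e-07), Zscan4d 4.79 (adjusted p = 3.3e-42), Duxf3 2.22 (adjusted p = 1.4e-04) and Dppa2 1.09 (SE 0.20, adjusted p = 2.6e-06, mean 374 to 795, chromosome 16, 48303908 to 48319723) in the authors' deposited table. With dTAG the mean of Dppa2 went from 392 to 427 at 24 h, from 2278 to 2056 at 15 d and from 437 to 826 in sorted mESC. Among 970 repeat families, 24 were higher and 11 lower (129 with a raw p under 0.05) in the authors' deposited table. MERVL-int was at 3.98 (SE 0.31, adjusted p = 1.1e-34, mean 5074 to 80321), MT2_Mm at 3.76 (adjusted p = 4.8e-47), RLTR45-int at 3.39 (adjusted p = 6.6e-07), and MER91B (-1.72, adjusted p = 0.0081) and LTR81A (-1.69, adjusted p = 0.038) were lowest in the authors' deposited table. The major satellite GSAT_MM (2.14, adjusted p = 3.7e-05) and ORR1A0-int (1.01, adjusted p = 2.1e-05) rose as well in the authors' deposited table.

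Of the 440 genes higher at 24 h, 317 (72.0%) were called higher at 7 d too, against 17.7 by chance among 20983 genes, and 400 had the same sign (median 3.57 at 7 d). For the 183 lower genes 56 (30.6%) were called lower at 7 d, against 5.80 by chance (Fisher p = 1.6e-39 across genes), and 151 had the same sign with a median of -0.65. The stricter adjusted p left 29 shared lower genes, the largest move of this overlap. Tested gene by gene, the log2 fold change differed between 7 d and 24 h for 497 genes (186 higher and 311 lower at 7 d, 3897 with a raw p under 0.05), or 276 with an adjusted p under 0.01. Pramel6 (5.76, SE 1.29, adjusted p = 0.0013), Rhox6 (5.29, SE 1.25, adjusted p = 0.0025) and Pramel7 (4.80, SE 1.17, adjusted p = 0.0037) had the largest differences, and Grin2c (-3.33, SE 0.62, adjusted p = 4.6e-05) and Ccdc187 (-3.32, SE 0.80, adjusted p = 0.0032) the lowest. Among repeats 13 differed upwards and 4 downwards (67 with a raw p under 0.05), GSAT_MM at 2.16 (adjusted p = 0.037), ERVB4_2-LTR_MM at 2.08 (adjusted p = 2.1e-04) and RLTR13B2 at 1.91 (adjusted p = 0.0097) most, and RLTRETN_Mm at -1.44 (adjusted p = 0.048) and RLTR13G at -1.43 (adjusted p = 0.046) least. MERVL-int (1.54, SE 0.44, adjusted p = 0.019) and MT2_Mm (1.61, SE 0.36, adjusted p = 0.0010) were among those that rose further.

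Time in culture alone brought few calls, though some lists shifted. Between DMSO at 7 d and DMSO at 24 h, 2 genes were higher and 15 lower in the authors' deposited table (18480 tested, 2173 with a raw p under 0.05), and 0 of 752 repeats were called (63 with a raw p under 0.05). Bhlhe41 was higher there (1.36, SE 0.32, adjusted p = 0.032, chromosome 6, 145858243 to 145865558) in the authors' deposited table. Csgalnact1 (-2.72, SE 0.63, adjusted p = 0.031, chromosome 8, 68356781 to 68735146) and Nppb (-2.27, SE 0.56, adjusted p = 0.047, chromosome 4, 147985788 to 147987205) were lower there in the authors' deposited table. The 2C list had a median of 0.47 there (19 of 22 above 0, percentile 100 of random lists). Pluripotency (-0.18, percentile 0.0800), feeder (-0.19, percentile 0.240) and germline genes (-0.25, percentile 0.140) were lower, and 0 genes of these 4 lists were called. Xist, at 149.6 in DMSO 24 h, had a mean of 0.242 in DMSO 7 d, a difference of -8.90 that was not called (adjusted p = 0.076) in the authors' deposited table.

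Genes that rose lay together along the chromosomes. At 24 h 132 of the 440 higher genes (30.0%) fell into 12 clusters, against a mean of 0.0420 clusters and a maximum of 2 in 1000 shuffles of the calls over tested genes. At 7 d 258 genes (28.3%) fell into 26 clusters (shuffled mean 0.587, maximum 4), and restriction to protein-coding genes, the setting that moved it most, left 17. In sorted cells 863 of 3299 genes higher in 2CLC (26.2%) fell into 72 clusters (shuffled mean 13.9, maximum 27). Lower genes gave 0 clusters at 24 h, 3 at 7 d with 14 genes (shuffled maximum 2) and 8 in 2CLC with 54 genes (3.82%, shuffled maximum 6). Of the genes that the authors place in ECORDs, these clusters held 128 of 143 at 24 h, 251 of 271 at 7 d and 740 of 974 in 2CLC. Of the 26 clusters at 7 d, 23 held a gene called higher at 24 h. The largest at 7 d spanned chromosome 5, 93694994 to 95746617 (29 called of 32 tested genes, median 4.64), chromosome 12, 87480108 to 88324026 (26 of 36), chromosome 3, 93628640 to 94347352 (23 of 24, median 5.53) and chromosome 7, 14767725 to 15904020 (22 of 30). In 2CLC the largest lay on chromosome 12, 87443896 to 90334935 (68 of 79), and the Zscan4 cluster on chromosome 7 spanned 10794242 to 11614112 (20 of 22). The shuffles treat genes as independent. Some clusters hold multi-copy families (Zscan4, Obox), among whose copies reads with many places were put at random. Calls of neighbouring copies are then not independent, so the contrast with the shuffles may be overstated.

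**Figure D1:**
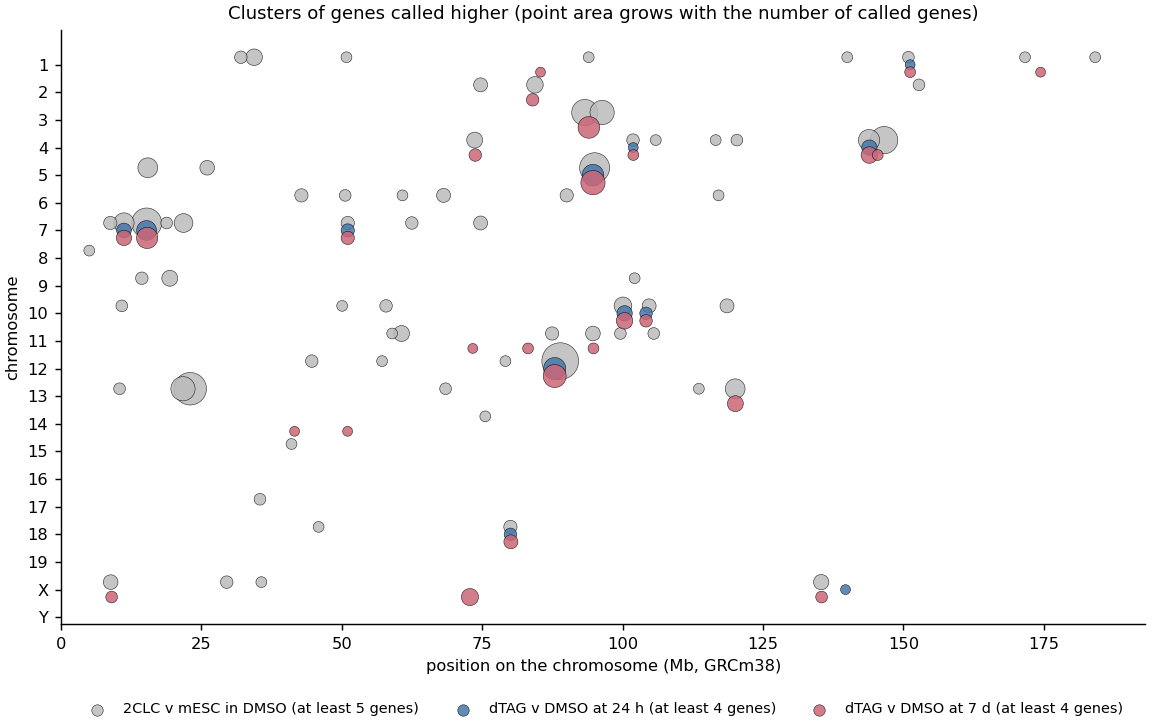
Clusters of genes that were higher after EHMT2 removal at 24 h and 7 d, and higher in 2CLC than in mESC with DMSO, by chromosome and position (Mb, GRCm38). Point area follows the number of called genes in the cluster.

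In most comparisons the X chromosome held more of the higher genes than of the tested genes. At 7 d it held 93 of 912 (10.2%, against 4.06% of tested genes, Fisher adjusted p = 9.8e-15 across genes), at 15 d 62 (9.00%, Fisher adjusted p = 2.9e-08) and at 24 h 29 (6.59%, Fisher adjusted p = 0.039). Among genes higher in 2CLC than in mESC it held 178 (5.40% against 3.63%, Fisher adjusted p = 4.1e-07). With dTAG in sorted mESC it held 59 of 901 higher genes (6.55% against 3.69%, Fisher adjusted p = 1.3e-04). In sorted 2CLC it held only 20 of 476 (4.20%, Fisher adjusted p = 0.96). After washout 6 of 29 higher genes were on X (20.7%, Fisher adjusted p = 0.0029) and 2 on Y (Fisher adjusted p = 3.4e-04). Fisher's test also treats genes as independent, while 14 of the higher X genes at 7 d lay in a single cluster (72222017 to 73398736).

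At 15 d of dTAG 690 genes were higher and only 72 lower in the authors' deposited table (90.6% of 762 higher, 23111 tested, 2656 with a raw p under 0.05), and 481 remained among genes with a mean of at least 1 CPM. Xlr5c was at 8.50 (SE 1.26, adjusted p = 1.6e-09, chromosome X, 73282896 to 73292976) in the authors' deposited table. Tdpoz3 (adjusted p = 4.4e-09, chromosome 3, 93826020 to 93827117, mean 67.3) and Magea4 (adjusted p = 2.4e-07, chromosome X, 72222017 to 72222964, mean 39.6) were listed at 0 in DMSO in the authors' deposited table. Nkx6-3 (-2.65, SE 0.65, adjusted p = 0.0021, chromosome 8, 23153269 to 23158948) and Crocc2 (-2.38, SE 0.50, adjusted p = 1.1e-04, chromosome 1, 93168725 to 93231072) were lowest in the authors' deposited table. Zscan4c rose by 4.33 (adjusted p = 4.5e-23, mean 162 to 3246) and Duxf3 by 3.37 (adjusted p = 6.9e-10) in the authors' deposited table. Of 923 repeats 38 were higher and 2 lower (143 with a raw p under 0.05) in the authors' deposited table. MERVL-int was at 4.71 (SE 0.35, adjusted p = 2.9e-39, mean 5617 to 147295), MT2_Mm at 4.51 (adjusted p = 2.7e-42) and X7C_LINE at 3.98 (adjusted p = 6.3e-20), with MMERGLN_LTR (-1.14, adjusted p = 0.0071) and MMERGLN-int (-1.04, adjusted p = 0.029) lower, in the authors' deposited table.

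After washout few of these calls were left. Recovery v DMSO had 29 genes higher and 67 lower in the authors' deposited table (17334 tested, 1309 with a raw p under 0.05), and 58 in all with an adjusted p under 0.01. Of the 690 genes higher at 15 d, 13 (1.88%) were still called higher, 513 (74.3%) kept the sign, and their median fell from 4.24 to 0.48. Simulated groups without any effect kept 0.334 genes on average and 3 at most, with a median of 0.18 (0.13 to 0.22), so a small residue above noise remained. The stricter adjusted p left 7 of the 13. They were Xlr5a, Xlr5b, Xlr5c, Efhc2, DXBay18 and Gm14685 on X, Ddx3y and Uty on Y, and Gm16499, Gm10424, Zfp951, Pdzk1 and Jun. Of the 72 lower genes 0 were still called and 53 kept the sign, with a median of -1.25 at 15 d and -0.16 after washout (simulated -0.28). For the 38 higher repeats 1 was still called and 32 kept the sign, with a median of 1.74 that fell to 0.45 (simulated 0.19, from 0.06 to 0.32). All 641 repeat families tested after washout had a median of 0.25, so part of this residue was shared by repeats in general. Of the 912 genes higher at 7 d, 9 (0.987%) were called higher after washout with a median of 0.09. At 15 d 491 of them were called, with a median of 2.59. Genes not tested after washout could not be called there but stay in the 912. In ECORDs 181 of 227 genes of the 2CLC class and 26 of 44 of the mESC class were tested. Outside them it was 181 of 263 and 279 of 378. None of the 668 genes lower at 7 d was still called lower after washout, where 486 were tested, and 14 were called lower at 15 d. After washout these 486 had a median of 0.16 (percentile 100 of random lists), with 339 above 0 and 4 called higher. By group means alone, 688 of the 690 genes were lower in Recovery than in dTAG 15 d, with a median of -3.03, as were 38 of 38 repeats (-1.26).

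Single genes after washout showed the same. Zscan4c (0.60, adjusted p = 0.86), MERVL-int (0.97, SE 0.35, adjusted p = 0.32) and MT2_Mm (0.81, adjusted p = 0.46) were not called in the authors' deposited table. Highest were Xlr5a at 5.65 (SE 1.18, adjusted p = 9.6e-04, chromosome X, 73107635 to 73292976), Xlr5b at 4.93 (SE 0.96, adjusted p = 2.8e-04, chromosome X, 73148796 to 73158872) and Ddx3y at 4.53 (SE 0.80, adjusted p = 2.8e-05, chromosome Y, 1260771 to 1286629) in the authors' deposited table. Ccn5 (-2.45, SE 0.50, adjusted p = 7.0e-04, chromosome 2, 163820861 to 163833146) and Ifit3b (-2.33, SE 0.58, adjusted p = 0.013, chromosome 19, 34607970 to 34613401) were lowest in the authors' deposited table. IAPLTR2a (2.06, SE 0.36, adjusted p = 2.5e-05) was the only repeat family called of 641 tested (19 with a raw p under 0.05) in the authors' deposited table. Fibroblast genes were lower after washout than in DMSO 15 d, among them Col1a1 by 1.94 (adjusted p = 7.3e-05, mean 519.8 to 136), Col1a2 by 1.36 (adjusted p = 2.5e-05, mean 759 to 296) and Thy1 by 1.25 (adjusted p = 6.8e-04, mean 829 to 347) in the authors' deposited table.

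**Figure D2:**
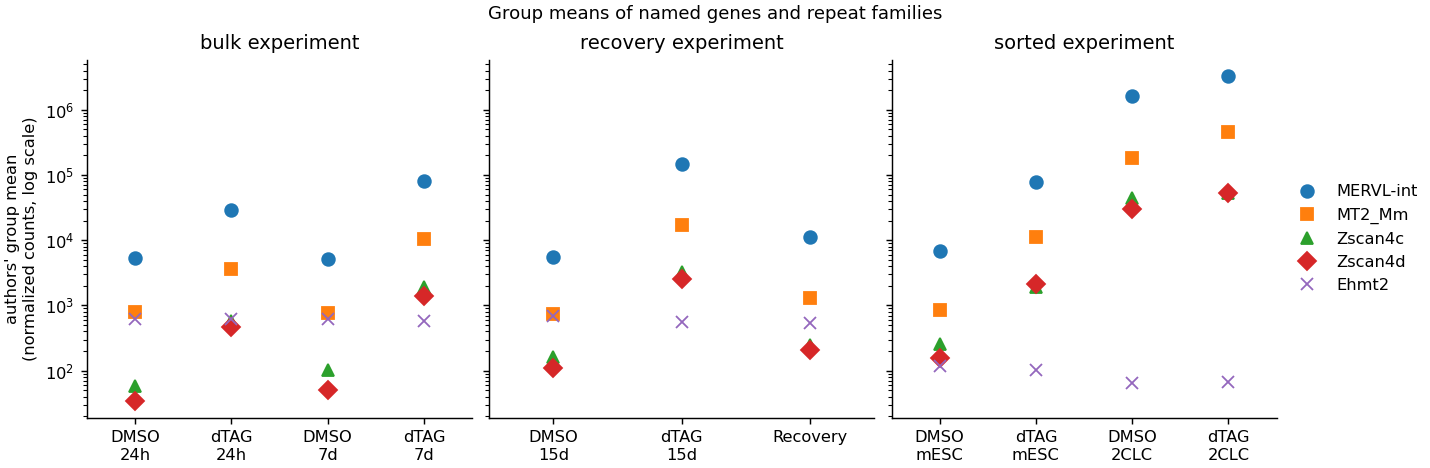
Group means of MERVL-int, MT2_Mm, Zscan4c, Zscan4d and Ehmt2 in the 11 groups of the time course, washout and sorting experiments, as size-factor-normalized counts on a log axis. The authors' deposited group means hold no spread between libraries, so none is drawn.

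Sorted 2CLC differed from mESC far more than dTAG differed from DMSO. With DMSO 3314 genes were higher and 1417 lower in 2CLC in the authors' deposited table (70.0% of 4731 higher, 25470 tested, 9269 with a raw p under 0.05), and with dTAG 2769 were higher and 1048 lower (24758 tested, 8371 with a raw p under 0.05). Olfr881 was listed at 0 in DMSO mESC (adjusted p = 5.1e-13, chromosome 9, 37991825 to 37996408, mean 222 in 2CLC), and Spopfm2 was at 10.24 (SE 1.20, adjusted p = 4.4e-16, chromosome 3, 94174412 to 94178193), in the authors' deposited table. Caly was listed at 0 in 2CLC (adjusted p = 4.2e-04, chromosome 7, 140069880 to 140082548, mean 9.26 in mESC) and H60b fell by 4.63 (SE 1.24, adjusted p = 0.0011, chromosome 10, 22158586 to 22288849) in the authors' deposited table. Zscan4c was higher by 7.45 (SE 0.59, adjusted p = 1.1e-34), Duxf3 by 6.69 (adjusted p = 9.2e-35), Dppa2 by 3.22 (adjusted p = 6.1e-35) and Nanog by 0.49 (adjusted p = 0.014), with Pou5f1 lower by 0.93 (adjusted p = 9.7e-13), in the authors' deposited table. With dTAG, Obox2 (adjusted p = 8.8e-08, chromosome 7, 15388721 to 15398545), Rpl23a-ps4 (adjusted p = 8.2e-08, chromosome 2, 132662242 to 132662696) and Slc22a28 (adjusted p = 4.4e-07, chromosome 19, 8062209 to 8131982) were listed at 0 in mESC in the authors' deposited table. Ghrl was listed at 0 in dTAG 2CLC (adjusted p = 4.2e-04 against dTAG mESC, chromosome 6, 113716119 to 113719880), and the antisense gene Grin1os fell by 4.49 (SE 1.10, adjusted p = 3.8e-04, chromosome 2, 25291220 to 25298925), in the authors' deposited table.

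Most repeat families were higher in 2CLC. Of 1060 tested with DMSO, 594 were higher and 5 lower (737 with a raw p under 0.05, median 1.34), and with dTAG 587 of 1053 were higher and 4 lower (719 with a raw p under 0.05, median 1.37), in the authors' deposited table. The median moved in every class, from 0.68 for SINE and 0.96 for DNA elements to 1.49 for LTR in DMSO. Centred on the median, which moved this count most, 179 families were higher and 6 lower with DMSO. X2_LINE was listed at 0 in DMSO mESC (mean 47.5 in 2CLC), MERVL-int was at 7.90 (SE 0.65, adjusted p = 6.3e-32, mean 6891 to 1643468) and MT2_Mm at 7.76 (SE 0.30, adjusted p = 9.1e-142) in the authors' deposited table. MMETn-int (-1.66, adjusted p = 3.0e-07) and ETnERV-int (-1.44, adjusted p = 5.1e-14) were lowest, and L1Md_T (3.37, adjusted p = 2.4e-17) and IAPEz-int (1.02, adjusted p = 0.0043) were higher, in the authors' deposited table. With dTAG, RLTR46 was listed at 0 in mESC (mean 35.4 in 2CLC), MER95 was at 5.42 (adjusted p = 0.018), MT2_Mm at 5.37 (adjusted p = 5.5e-69) and MERVL-int at 5.37 (adjusted p = 5.5e-15) in the authors' deposited table. MamTip1 (-1.54, adjusted p = 0.038) and RLTR13G (-1.29, adjusted p = 2.1e-04) were lowest with dTAG in the authors' deposited table. Repeats held 7.14% of counts in DMSO mESC and 25.6% in DMSO 2CLC, and MERVL-int alone held 49.0% of the repeat counts in DMSO 2CLC.

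dTAG changed both sorted populations. In mESC 902 genes were higher and 154 lower in the authors' deposited table (85.4% of 1056 higher, 21228 tested, 3604 with a raw p under 0.05), and in 2CLC 476 were higher and 78 lower (18413 tested, 3201 with a raw p under 0.05). Pramel6 (adjusted p = 2.0e-07, chromosome 2, 87506565 to 87510872) and Olfr881 (adjusted p = 6.2e-05) were listed at 0 in DMSO mESC, with dTAG means of 25.1 and 16.6 in the authors' deposited table. Kif19a (-5.24, SE 1.46, adjusted p = 0.0086, chromosome 11, 114765388 to 114790739) and Trim29 (-4.83, SE 1.28, adjusted p = 0.0047, chromosome 9, 43310848 to 43336115) were lowest in mESC in the authors' deposited table. Zscan4c rose by 2.92 in mESC (SE 0.59, adjusted p = 4.0e-05) and by 0.24 in 2CLC (adjusted p = 0.91) in the authors' deposited table. In 2CLC the highest were Krt13 at 4.23 (SE 0.66, adjusted p = 4.9e-08, chromosome 11, 100117327 to 100121566), Samd7 at 4.16 (SE 0.96, adjusted p = 9.9e-04, chromosome 3, 30746293 to 30767174) and Magea5 at 3.85 (SE 0.81, adjusted p = 1.8e-04) in the authors' deposited table. Ghrl was listed at 0 in dTAG 2CLC (adjusted p = 0.0042 against DMSO 2CLC, mean 11.1) and Col8a2 fell by 4.02 (SE 1.30, adjusted p = 0.046, chromosome 4, 126286793 to 126314330) in the authors' deposited table. Repeats called higher numbered 32 of 992 in mESC (108 with a raw p under 0.05) and 27 of 933 in 2CLC (145 with a raw p under 0.05), with 0 lower in either, in the authors' deposited table. MT2_Mm was at 3.72 (SE 0.30, adjusted p = 5.0e-31), MERVL-int at 3.52 (SE 0.65, adjusted p = 4.9e-06) and ERVB4_2-LTR_MM at 2.88 (adjusted p = 3.2e-12) in mESC in the authors' deposited table. In 2CLC the top families were MER89 at 2.17 (adjusted p = 4.2e-23), IAPEY5_LTR at 1.73 (adjusted p = 0.0014) and RLTR10D2 at 1.71 (adjusted p = 1.3e-04), with MT2_Mm at 1.33 (adjusted p = 7.4e-04) and MERVL-int at 0.99 (adjusted p = 0.50), in the authors' deposited table.

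Tested directly, the log2 fold change with dTAG was higher in 2CLC than in mESC for 33 genes and lower for 297 (1688 with a raw p under 0.05), 209 in all with an adjusted p under 0.01. Of the 297 genes 284 were called higher with dTAG in mESC. Rgs11 (3.03, SE 0.73, adjusted p = 0.0040), Slc19a3 (3.03, SE 0.44, adjusted p = 1.8e-08) and Eomes (1.95, SE 0.39, adjusted p = 1.6e-04) had the largest positive differences. Duxf3 (-3.51, adjusted p = 5.4e-05) and Zscan4d (-2.98, adjusted p = 0.029) had a lower fold change in 2CLC, and Zscan4c (-2.68, adjusted p = 0.069) was not called. By group means Duxf3 rose with dTAG in mESC from 4.96 to 30.0 but fell in 2CLC from 511.5 to 269.9. For repeats it was lower in 2CLC for 5 families and higher for 0 (31 with a raw p under 0.05). RLTR6B_Mm (-2.52, adjusted p = 7.9e-06) and MT2_Mm (-2.39, SE 0.43, adjusted p = 8.8e-06) were among them, and MERVL-int (-2.53, SE 0.92, adjusted p = 0.20) was not.

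Other genes and repeats listed beforehand followed either course. Zfp352 rose by 4.04 at 24 h (adjusted p = 1.0e-04), 5.36 at 7 d (adjusted p = 2.6e-15) and 5.62 at 15 d (adjusted p = 9.6e-18), and Tcstv3 by 2.84 (adjusted p = 1.9e-04), 4.73 (adjusted p = 1.3e-15) and 4.80 (adjusted p = 6.9e-17), in the authors' deposited table. At 7 d Ehmt1 (0.02, adjusted p = 0.94), Trim28 (0.33, adjusted p = 0.084), Zfp462 (0.49, adjusted p = 0.18), Sox2 (-0.12, adjusted p = 0.67), Klf4 (0.03, adjusted p = 0.96), Zfp42 (0.39, adjusted p = 0.030) and Dppa4 (0.57, adjusted p = 0.0022) stayed under the threshold in the authors' deposited table. 2CLC had less Sox2 (-1.59, adjusted p = 9.1e-13), Klf4 (-1.64, adjusted p = 6.9e-18) and Zfp462 (-1.09, adjusted p = 2.7e-04) than mESC with DMSO in the authors' deposited table. L1Md_A was called at 15 d (1.34, adjusted p = 0.021) and with dTAG in sorted mESC (1.45, adjusted p = 0.0068) but not at 7 d (1.04, adjusted p = 0.069) in the authors' deposited table. MMERVK10C-int (0.29, adjusted p = 0.28) and ETnERV2-int (0.78, adjusted p = 0.059) were not called at 7 d but were higher in 2CLC with DMSO (4.15, adjusted p = 2.3e-10, and 2.59, adjusted p = 1.1e-10) in the authors' deposited table.

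The 2C list moved in every dTAG comparison. Its median log2 fold change was 3.25 at 24 h (20 of 25 called higher, 25 when adjusted over the list alone), 4.64 at 7 d (26 of 26, adjusted over the list alone 26) and 4.70 at 15 d (25 of 26, adjusted over the list alone 26). After washout it was 0.63 with 24 of 25 genes above 0 and none called, and in sorted mESC 3.88 (25 of 26) against 1.03 in 2CLC (12 of 26). All of these medians lay above every one of 10000 random lists. The only list that changed sign under an alternative, germ layers at 24 h, went from 0.59 (1 of 19 called, 3 when adjusted over the list alone) to -0.03 among genes with at least 1 CPM. Germ layers were at 0.70 in sorted mESC (percentile 99.95, 3 of 20 called higher and 1 lower) and 0.34 in sorted 2CLC (percentile 99.17, 2 of 15 higher). They were at -0.24 at 7 d (percentile 9.26, 2 of 20 higher) and -0.01 at 15 d (percentile 34.56, 1 of 22 higher). Of the pluripotency genes 0 were called with dTAG, and their medians were slightly below 0. Their median was -0.12 at 24 h (percentile 0.670 of random lists, 11 of 15 below 0) and -0.22 in sorted mESC (percentile 0.150, 12 of 15 below 0). In sorted 2CLC it was -0.06 (percentile 0.410), at 7 d -0.06 (percentile 10.3) and at 15 d -0.19 (percentile 10.0). Between DMSO at 7 d and DMSO at 24 h the same list was at -0.18 (percentile 0.0800). The fall at 24 h was smaller than that and cannot be ascribed to dTAG. In 2CLC against mESC 6 of 15 pluripotency genes were called lower (median -0.80). Feeder genes had a median of 0.27 at 24 h, 0.68 at 7 d (5 of 19 called higher), 0.40 at 15 d, 1.20 in sorted mESC (5 of 17) and 1.29 in sorted 2CLC (7 of 17, adjusted over the list alone 11). After washout their median was -1.20, lower than in every random list, with 10 of 18 called lower (13 when adjusted over the list alone). Germline genes moved from -0.34 at 7 d to 0.29 at 15 d and were higher in 2CLC (1.23, 10 of 22 called, 11 when adjusted over the list alone). After washout they were at 0.45 (16 of 18 above 0, percentile 100), above their median at 15 d of dTAG, with 0 called. Interferon genes had 0.51 at 7 d (1 of 23 called) and -0.30 after washout (3 of 18 called lower, 7 when adjusted over the list alone). Y-linked genes were at 4.33 at 15 d (3 of 4 called, 4 when adjusted over the list alone) and 3 of 3 were called higher in 2CLC than in mESC with DMSO. With dTAG their median in 2CLC v mESC was 1.94 (percentile 93.3), with 0 of 3 called (3 when adjusted over the list alone). H3K9 methylation factors stayed level, with medians of 0.05 at 24 h (1 of 20 called), -0.04 at 7 d and -0.10 at 15 d.

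The gene sets picked from the 7 d and 24 h tables followed in the other experiments. ECORD genes of the 2CLC class had medians of 4.63 at 15 d (217 of 227 called), 3.37 in sorted mESC (213 of 226) and 0.76 in sorted 2CLC (69 of 223), and those of the mESC class 2.83 (18 of 41), 1.34 (11 of 35) and 1.07 (5 of 23). Outside ECORDs the 2CLC class had 3.15 (161 of 262), 2.83 (184 of 262) and 0.86 (66 of 253), and the mESC class 0.77 (95 of 367), 1.23 (106 of 308) and 0.96 (65 of 261). The median that moved most was that of the 2CLC class outside ECORDs at 15 d, which was 1.54 among genes with at least 1 CPM. The 7 d lower genes had -0.24 at 15 d (14 of 656 called lower), -0.71 in sorted mESC (66 of 613) and -0.47 in sorted 2CLC. The 24 h higher genes had 3.86 at 15 d (283 of 439) and 2.79 in sorted mESC (295 of 429), and the 24 h lower genes -0.04 at 15 d. After washout the medians were 0.61 (1 of 181 called higher) and 0.48 (5 of 26) in ECORDs, and outside them 0.15 (0 of 181 higher, 2 lower) for the 2CLC class and -0.28 (27 of 279 lower) for the mESC class. The 2CLC class was chosen for being higher in 2CLC, so its level in 2CLC v mESC carries no news. Most genes of the mESC class did not differ between 2CLC and mESC with DMSO. In ECORDs its median there was 0.96 (5 of 43 called higher in 2CLC, 0 lower). Outside them it was 0.46 (38 of 353 higher, 19 lower).

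In the Dppa4 experiment the first principal component (34.2% of variance) parted the genotypes. KO v WT in DMSO had 230 genes higher and 535 lower (4158 of 17258 with a raw p under 0.05). The omission of WT_DMSO replicate 2, which moved it most, left 280. The libraries of both groups did not overlap for 228 and 530 of these, and for 29.6% of all genes against 10% by chance. Dppa4 was at least 792-fold lower (adjusted p = 8.9e-11), and Zscan4c at least 242-fold (adjusted p = 6.1e-04, 826 reads in WT DMSO) and Zscan4d at least 92.7-fold lower (adjusted p = 0.0011). The WT DMSO libraries had 31.4, 107 and 622 normalized counts of Zscan4c and 18.6, 62.7 and 209.8 of Zscan4d. Both of these bounds therefore rest mostly on WT_DMSO replicate 3. Kank4os rose by 3.43 (SE 0.84, adjusted p = 0.023), though it is antisense to another gene and was lost in 6 alternatives, where its adjusted p reached 0.108. Crtac1 rose by 3.39 (adjusted p = 0.015, from 6.77, SD 3.18, to 96.4, SD 63.1, n = 3 each) and Skida1 by 3.05 (adjusted p = 0.016, from 15.7, SD 18.8, to 86.1, SD 7.28). Klf4 doubled (1.01, SE 0.16, adjusted p = 0.0025, from 1294, SD 282, to 2566, SD 182). Of 781 repeats 2 were higher and 3 lower (52 with a raw p under 0.05), 12 with DESeq2 and none without WT_DMSO replicate 2 (41 with a raw p under 0.05). The KO libraries mattered too. Without KO_DMSO replicate 2 the count was 0 (55 with a raw p under 0.05), and without KO_DMSO replicate 1 it was 1. Without KO_DMSO replicate 3 it was 5, with 0 higher and 5 lower. RLTR1B (1.38, adjusted p = 0.018) and RLTR1B-int (1.32, adjusted p = 0.018) were higher, and MERVL-int (-2.54, SE 0.53, adjusted p = 0.018, from 6387, SD 5493, to 867, SD 195), L1Md_Gf (-2.53, adjusted p = 0.0048) and L1Md_T (-1.72, adjusted p = 0.018) lower.

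UNC0638 in KO cells had 71 genes higher and 9 lower (2664 with a raw p under 0.05). This count depended on the method and on single libraries, from 0 with only the 2 groups compared (1985 with a raw p under 0.05) and 2 without KO_UNC replicate 2 to 235 with DESeq2 and 373 without KO_UNC replicate 1. The libraries of both groups did not overlap for all 80 genes, and for 16.9% of all genes against 10% by chance. Pramel6 was at least 50.5-fold higher (adjusted p = 0.018, KO UNC0638 mean 52.8, SD 48.4), Nlrp14 at least 31.0-fold (adjusted p = 0.0018, 32.4, SD 21.3), and Snap91 rose by 4.65 (SE 0.63, adjusted p = 0.0083, from 0.992, SD 0.979, to 46.8, SD 19.1). Majin was at least 14.6-fold lower (adjusted p = 0.036) and Cntn2 fell by 1.43 (SE 0.29, adjusted p = 0.039, from 130.3, SD 27.6, to 47.7, SD 9.80). None of these 5 was called with only the 2 groups compared. Repeats gave 0 calls (41 with a raw p under 0.05), or 4 with DESeq2. MERVL-int stayed level in KO (0.11), and ORR1A0-int (1.11, adjusted p = 0.245, from 2854, SD 602, to 6110, SD 611) was not called.

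UNC0638 in WT cells called 0 genes (1504 with a raw p under 0.05) and 0 repeats (86 with a raw p under 0.05). DESeq2 called 11 genes. The libraries of both groups did not overlap for 19.9% of all genes against 10% by chance. MERVL-int rose by 2.10 (adjusted p = 0.154, from 6387, SD 5493, to 26826, SD 23224) and MT2_Mm by 1.53 (adjusted p = 0.31). Paired by replicate within genotype as a block, both passed the threshold (adjusted p = 0.022), and so they did without WT_DMSO replicate 3 (adjusted p = 0.0020 and adjusted p = 0.015). Zscan4c had 31.4, 107 and 622 normalized counts in the DMSO libraries and 188, 221 and 1855 in the UNC0638 libraries (1.72, SE 0.92, adjusted p = 0.574). The effect of UNC0638 did not differ between KO and WT for any gene (0 called, 1076 with a raw p under 0.05) or repeat (0 called, 42 with a raw p under 0.05).

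Sets tested with fry showed what single genes did not. In WT, UNC0638 raised the 24 h higher genes by 1.22 (275 of 440 genes, adjusted p = 0.035, at most 0.170 over the alternatives), the mESC class in ECORDs by 0.90 (14 of 44, adjusted p = 0.010, 8.5e-04 to 0.044), the 2CLC class outside ECORDs by 1.05 (146 of 263, adjusted p = 0.012, at most 0.048) and the mESC class outside by 0.43 (262 of 378, adjusted p = 0.012, at most 0.047). The 2CLC class in ECORDs rose by 2.01 (78 of 227) without reaching the threshold (adjusted p = 0.147, at most 0.410), and the block of paired replicates within genotype gave adjusted p = 0.0082. The 2C list rose by 2.08 (18 of 26, adjusted p = 0.145, at most 0.371, and adjusted p = 0.0039 with that block). By library means neither of these sets separated the treatments in WT (exact p = 0.3 for each, and 0.2 for the 24 h higher genes). For the 2CLC class in ECORDs, WT_DMSO replicate 3 (5.62) lay above WT_UNC replicates 1 and 2 (5.02 and 5.10). The camera test moved these sets most, to adjusted p = 1.8e-22 for the 2CLC class in ECORDs. In KO the mESC class rose in ECORDs (1.38, adjusted p = 0.0048) and outside (0.52, adjusted p = 0.0064). The rise in ECORDs was 0.89 without KO_UNC replicate 2, still under the threshold for adjusted p (0.012). The 2CLC class in ECORDs had a median of 0.00 in KO (adjusted p = 0.850), where most of its genes are near 0. Its mean was still higher in all 3 KO libraries with UNC0638 (0.800, 1.23 and 0.948) than in those with DMSO (0.581, 0.513 and 0.780, exact p = 0.1). The 2C list was at 0.00 (adjusted p = 0.976). Outside ECORDs the 2CLC class was at 0.51 (adjusted p = 0.088). The difference between KO and WT was -1.93 for the 2CLC class in ECORDs (adjusted p = 0.417, from 1.4e-09 with camera to 0.686) and -2.28 for the 2C list (adjusted p = 0.295). The block of paired replicates within genotype gave adjusted p = 0.030 and adjusted p = 0.010 for them. The difference thus depends on whether replicates are pairs. Their residuals show it in WT but not in KO, where replicate 1 alone had Y-linked transcripts under both treatments (list mean 2.93 and 2.03, the others 0). The 7 d lower genes stayed above the threshold with fry (-0.22 in WT, adjusted p = 0.371, and -0.25 in KO, adjusted p = 0.288). With camera they were lower in both (adjusted p = 0.0039).

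Without Dppa4 these sets started lower. In DMSO, KO v WT was -2.65 for the 2CLC class in ECORDs (adjusted p = 0.025, at most 0.129), -0.88 for the mESC class (adjusted p = 0.0048), -1.24 and -0.93 for the classes outside (adjusted p = 0.0048 and adjusted p = 0.0017) and -4.98 for the 2C list (adjusted p = 0.011, at most 0.066). Feeder genes (-0.89, adjusted p = 0.0087) and germline genes (-1.24, adjusted p = 0.0087) were lower too, and pluripotency genes higher (0.37, adjusted p = 0.023, at most 0.075). Germ layers (-0.42, adjusted p = 0.129), interferon (-0.09, adjusted p = 0.147) and Y-linked genes (-2.06, adjusted p = 0.145) were not called. Per library, the 2CLC class in ECORDs had a mean log2 of 3.85 in WT DMSO (SD 1.66, n = 3) and 5.81 in WT UNC0638 (SD 1.30). In KO it was 0.62 in KO DMSO (SD 0.14) and 0.99 in KO UNC0638 (SD 0.22). For the mESC class in ECORDs it was 4.01 (SD 0.37), 5.13 (SD 0.27), 2.66 (SD 0.35) and 3.95 (SD 0.27).

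**Figure D3:**
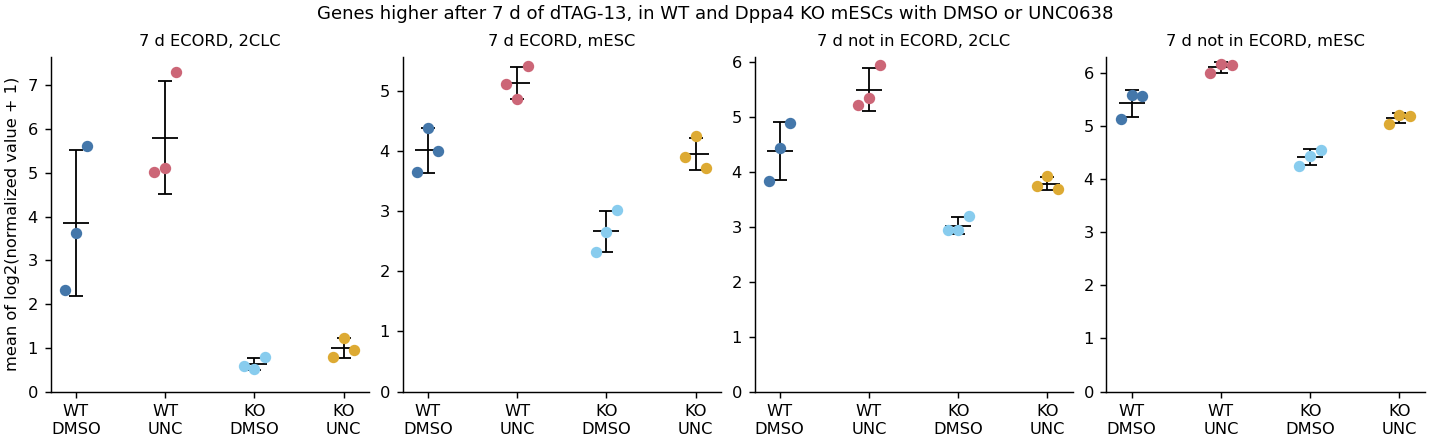
Mean log2 normalized count (plus 1) of each of 4 gene sets in every library of the Dppa4 experiment, by genotype and treatment. Points are libraries, and lines give the mean and SD of 3.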

Values the study reported

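The paper reports 631 differentially expressed genes at 24 h of EHMT2 removal, 446 of them (70.7%) upregulated, and 1615 at 7 d, 936 of them (58.0%) upregulated. It describes 13 ECORDs at 24 h and 29 at 7 d, which hold 32.1% and 29.0% of the upregulated genes. For sorted cells it gives 3314 transcripts upregulated in 2CLC and 1417 in mESC, 977 (29.5%) and 43 (3%) of them in 91 and 7 ECORDs.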

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

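Of the tests in this part, those of scaling between the time points, of drift of the controls between them, and of 2CLC left in the sorted mESC behind the difference between the sorted populations, and the split of the mESC genes by their level in 2CLC, were chosen only after the result was seen.

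The effect of dTAG at 7 d differed from that at 24 h for 497 genes (log2 fold change higher at 7 d for 186, lower for 311) and 17 repeat families (13 higher, 4 lower), which drew attention as a difference between groups. A technical cause would be the scaling between the time points, which would shift all genes the same way. Both directions held many genes, at least 186 each, so scaling is excluded as the cause of the whole difference. MERVL-int (1.54) and MT2_Mm (1.61) went further in the direction they had taken at 24 h. Drift of the controls would put a good part of the difference into the DMSO groups. Only 2 genes were called higher and 15 lower between them, but over the 497 genes a median of 34.6% of the difference lay there, and at least 50% for 102 genes (20.5%). DMSO means went from 183 to 37.6 for Rhox6 and from 7.76 to 32.8 for Ccdc187, and from 1626 to 3240 for RLTRETN_Mm. Part of the difference may therefore come from the controls, with 34.6% as the median share, and noise of the 4 groups adds to that share in genes picked for a large difference. Whether the later genes respond to EHMT2 directly or follow from the earlier ones could not be told from these data.

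The effect of dTAG in sorted 2CLC differed from that in sorted mESC for 330 genes (log2 fold change higher in 2CLC for 33, lower for 297) and 5 repeat families (0 higher, 5 lower), again a difference between groups. A ceiling in 2CLC would have the genes with a smaller effect already high there. Of the 297 genes 293 (98.7%) were called higher in 2CLC than in mESC with DMSO. That share decides little, because the difference itself holds the DMSO levels of both populations and because 732 (81.2%) of the 902 genes that rose in mESC were higher in 2CLC anyway. Those 732 genes had a median of 3.44 with dTAG in mESC and 0.89 in 2CLC, the other 170 genes 1.77 and 1.40. A ceiling therefore stays open. A technical explanation is that a few 2CLC remained among the sorted mESC and that dTAG raised their share. MERVL-int gained 2.21% of its dTAG 2CLC level in mESC, and 58.6% of the 297 genes gained within 2 times that share (median 3.72%). Leftover 2CLC may account for part of the difference, because 58.6% of the genes meet its prediction. Both explanations predict smaller effects in 2CLC, and neither predicts the higher fold change there of 33 genes, which included Rgs11, Slc19a3 and Eomes. Of the 33 genes 0 were called higher with dTAG in mESC. That count decides nothing, because they were picked for a larger effect in 2CLC than in mESC.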

How the results depend on the processing

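Alternatives chosen only after the data were seen were an adjusted p under 0.01, centring on the median, adjustment over repeats alone, TMM scaling and other pseudocounts. So were the replicate block within genotype and, for the medians of lists and sets, the restriction to at least 1 CPM. edgeR with TMM and log2 CPM had been named beforehand as main methods and were run as alternatives. Where no cause is named, the cause was not tested.

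Among results from the authors' deposited tables, an adjusted p under 0.01 leaves fewer calls by its construction. It left 377 genes at 24 h, 1 for DMSO 7 d v DMSO 24 h, 58 after washout, 357 with dTAG in 2CLC, 276 for the difference of 7 d v 24 h and 209 for that of 2CLC v mESC. For repeats it left 4 at 24 h, 26 at 15 d, 21 with dTAG in mESC, 17 in 2CLC, 8 for 7 d v 24 h and 3 for 2CLC v mESC. It also left 29 shared lower genes and 7 (from 15 d) and 3 (from 7 d) genes still higher after washout. Adjusted over repeats alone, 4 families were called at 24 h and 9 for 7 d v 24 h. Without the filter DMSO 7 d v DMSO 24 h had 1 gene, and among genes with a mean of at least 1 CPM dTAG at 15 d had 481 (414 higher, 67 lower), since fewer genes were tested. Centred on the median, 185 repeats were called in 2CLC v mESC with DMSO (179 higher, 6 lower), 219 with dTAG (213 higher, 6 lower) and 10 for dTAG in 2CLC, because most families had moved together. Of dTAG v DMSO at 24 h, genes and repeat families counted together came to 631 calls (446 higher), and of dTAG v DMSO at 7 d, genes and families came to 1615 (936 higher). Centring also turned 6 higher and 2 lower repeats at 24 h into 7 and 1, and 24 and 11 at 7 d into 28 and 7.

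With at least 1 CPM the germ-layer list at 24 h went to -0.0314 and the 24 h lower set at 15 d to 0.00325, a change of sign. Among protein-coding genes alone, 17 clusters of higher genes were found at 7 d, 43 of higher and 13 of lower genes in 2CLC. With 1 more called gene required, 1 cluster of lower genes remained at 7 d and 5 in 2CLC. The other 19 of 24 cluster results were the same.

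In the Dppa4 experiment DESeq2 called 11 genes with UNC0638 in WT (10 higher, 1 lower, 1643 with a raw p under 0.05), 235 in KO (204 higher, 31 lower) and 4 repeats there, and 12 repeats in KO v WT (6 higher, 6 lower). For UNC0638 in KO, edgeR with the deposited size factors called 37 genes (32 higher, 5 lower), as did edgeR with TMM (37), and the omission of the filter left 12. A replicate block gave 172 there (144 higher, 28 lower), a block within genotype 155 (131 higher, 24 lower), and only the 2 groups compared gave 0 (1985 with a raw p under 0.05), with fewer libraries to estimate variance. All 37 edgeR genes were among the 80, and the 235 of DESeq2 held all 80. KO v WT stayed within 1.5 times of 765 in every alternative that kept all libraries of both groups (1021 with the block of replicates). For UNC0638 in WT, 3 repeats were called with the block within genotype and 1 with only the 2 groups compared.

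camera gave adjusted p = 1.8e-22 for the 2CLC class in ECORDs in WT (2.01), adjusted p = 3.8e-06 for the 2CLC class outside ECORDs in KO (0.51) and adjusted p = 1.4e-09 for the difference of the 2CLC class in ECORDs between KO and WT (-1.93). With the block within genotype, pairing replicates, these were 2.01 (adjusted p = 0.0082), 0.51 (adjusted p = 0.019) and -1.93 (adjusted p = 0.030), and the plain block gave 0.51 in KO (adjusted p = 0.047). The set tests with the block within genotype shifted slightly with the linear algebra kernel, because the variance step of fry depends on an arbitrary basis, but no set changed its side of the threshold.

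Leaving out 1 library at a time, UNC0638 in WT called from 0 genes (1125 with a raw p under 0.05 without WT_DMSO replicate 1) to 1 gene, and from 0 to 4 repeats. UNC0638 in KO called from 2 genes (without KO_UNC replicate 2) to 373 (205 higher, 168 lower, without KO_UNC replicate 1). KO v WT called from 280 genes to 901, and from 0 repeats (41 with a raw p under 0.05) to 5. The difference between KO and WT called from 0 genes to 1. The 2CLC class in ECORDs in WT went from 1.14 (without WT_DMSO replicate 1) to 3.04 (without WT_DMSO replicate 3, adjusted p = 0.026). Its difference between KO and WT went from -1.06 (without WT_DMSO replicate 1) to -2.92 (without WT_DMSO replicate 3), and with fry neither reached the threshold (adjusted p = 0.686 and adjusted p = 0.109).

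Of 356 values of single named genes and repeats under alternatives set beforehand as such, 50 were weaker and 4 stronger. Of 133 under the other alternatives, edgeR with TMM among them, 2 were weaker and 2 stronger. Majin (8 settings), Cntn2 (7), Kank4os and RLTR1B (6 each) lost their calls most often. Not run for the time course, washout and sorting experiments, which were analysed as group means, were edgeR, TMM, a replicate block, fits with only the groups compared and the omission of libraries. No paired analysis was possible because the deposited tables used there give no value per library.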

Other observations

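Tests chosen only after a result was seen were those of the 2CLC share of WT replicate 3, of scaling between the sorted populations, of leftover 2CLC behind the 2C genes in mESC, of the feeders after washout, of the feeders behind Xist and of a lost Y chromosome.

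Other splits of the 6 libraries into 3 and 3 show how many calls a grouping without meaning gives, though 10 splits cannot bring the share under 0.1. For KO v WT the true split gave 765 genes and the others 0 to 2 (1 of 10 as high), and for KO v WT repeats 5 against 0 (1 of 10). For UNC0638 in KO the true split gave 80 genes and all others 0 (1 of 10). For UNC0638 in WT 10 of 10 splits gave at least as many genes as the true 0, and 10 of 10 as many repeats, with 6 in another split. In KO 10 of 10 splits gave as many repeats as the true 0, with 10 and 2 in others. The calls for KO v WT genes and for UNC0638 in KO thus stand far above the other splits, though 1 of 10 is the smallest share possible.

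UNC0638 in WT called no gene although its sets rose. If a single library widened the spread, its omission could bring calls, and at most 1 gene was called in any of the 6 fits. That count decides little, because each of these fits also has fewer libraries. In KO the omission of KO_UNC replicate 2 left 2 genes of 80. Without WT_DMSO replicate 3, 4 repeats were called in WT, so a library that widened the spread stays open. WT replicate 3 had the highest level of the 2C list under both treatments. Greater depth of that library would vanish in thinned reads, yet the difference stayed at 2.40 with UNC0638 and 2.92 with DMSO, which excludes it. A larger share of 2-cell-like cells in that culture would raise the 1473 genes that are higher in sorted 2CLC more than uncalled genes. The excess was 0.150 in the treatment where it was smaller, so a larger share of 2-cell-like cells may explain replicate 3.

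The 2CLC class of ECORD genes rose by less with UNC0638 in KO than in WT. Lower depth of the KO libraries is excluded, because thinning to the shallowest library left the difference at -1.93. A floor of low values could hide a rise in KO, where most of these genes are near 0. Summed over the set, the group means rose from 3666 to 12371 in WT and from 246 to 799 in KO. With the log2 of the sum plus 1 taken per library and then averaged, the rise was 1.85 in WT and 1.65 in KO, a difference of only -0.20 (permutation p = 0.905 over 400 permutations). The 2C list went the other way, with 2.09 in WT, 0.35 in KO and a difference of -1.74 (permutation p = 0.355), but its mean sums in KO were only 7.15 and 11.1. The floor therefore could not be told from a real loss of response, and for the ECORD genes -0.20 leaves open that Dppa4 may set the level more than the response.

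Most repeat families rose in sorted 2CLC. Scaling between the sorted populations would shift them all, and the median of all tested genes was 0.0538, but the size factors hold that median near 0, so it decides nothing. Centring on the median of the families left 179 higher, which a common shift does not explain, and for the others scaling stays open. Genomic DNA in the 2CLC libraries would raise all abundant families. Of the 100 families most abundant in mESC, 7 were below 0 and 5 were so with an adjusted p under 0.05, while 51 were called higher, so genomic DNA could not be told apart. The spread of MERVL-containing transcripts into neighbouring repeats was not tested.

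Genes rose with dTAG in sorted mESC. 2CLC left there would raise each 2CLC gene by the share that MERVL-int gained, 2.21% of its dTAG 2CLC level. Of the 902 genes 54.4% gained over 2 times that share (median 5.10%), which excludes leftover 2CLC as the cause of the whole rise. For the 2C list the median gain was 3.31% (0.936% to 9.28%), and 5 of 26 genes gained over 2 times the share of MERVL-int. The rise of the 2C genes in sorted mESC may therefore come from leftover 2CLC or from cells on their way to that state, as 3.31% is near the share of MERVL-int.

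In the bulk cultures a larger share of 2CLC would raise the genes that are high in 2CLC. Of the genes higher at 7 d 140 (15.4%) were at or below 0 in sorted 2CLC against mESC, and 19 were called lower there, so a larger share of 2CLC is excluded as the sole cause. It could still account for part, since 533 of them (58.4%) were called higher in 2CLC and 295 (67.0%) of those higher at 24 h.

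Fibroblast genes were lower after washout. Fewer feeder fibroblasts in those libraries would lower the whole list. Its median lay at percentile 0 of random lists, which restates the pattern and leaves this cause open, with Col1a1 at a mean of 136 against 519.8, Sparc at 3007 against 4244 and Fbn1 at 97.2 against 239. Of the 20 list genes 18 were tested there, and mESCs themselves may express part of them, so the level alone does not name the cell. An effect of EHMT2 loss that outlasts the washout would have lowered the same genes at 15 d of dTAG, but their median there was 0.21 and 0 of 67 were called lower, which excludes it. Of the 67 genes 10 were in the feeder list.

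Xist fell at 24 h of dTAG from 149.6 to 1.00, but it was also at 0.242 in DMSO 7 d. Its means were 148.5 in DMSO, 242 in dTAG and 106 in Recovery of the washout experiment, and 97.6 to 180.5 in sorted cells. Fewer feeder fibroblasts in the dTAG libraries, a source of Xist if the feeders are female, would lower the fibroblast list, whose median at 24 h was 0.27, so that is excluded. Whether a single DMSO library carries the 149.6 could not be seen from group means.

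Of the 13 genes still higher after washout, 6 were on X and 2 on Y. An X chromosome gained in the washout cultures would raise X genes in general, but the median of tested X genes was 0.0733, which excludes it. A Y chromosome lost from part of the DMSO 15 d cells would leave all Y genes higher in both other groups, as it was for 4 of 4. Means in DMSO, dTAG and Recovery were 2.26, 70.5 and 53.9 for Ddx3y, 5.20, 68.4 and 41.7 for Uty, 1.32, 7.85 and 9.28 for Eif2s3y, and 0, 7.95 and 1.34 for Kdm5d, while Ddx3y had 23.6 in DMSO 24 h. The Y-linked list was also at 0.82 at 24 h and 1.09 at 7 d of dTAG (4 of 4 above 0 in both, 0 called) and at 3.14 in sorted mESC (1 of 3 called), which a loss in the DMSO 15 d cells does not predict. A loss of Y there and a lasting effect of EHMT2 loss on Y genes could not be told apart, as 4 of 4 is what either would give. The DMSO group shared by both comparisons would by itself leave at most 3 genes called, so shared controls are excluded as the cause of all 13.

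Olfactory and vomeronasal receptor genes were not part of any list and were looked at after the values were seen. Of 162 tested, 71 were called higher and 1 lower in 2CLC v mESC with DMSO, and 21 of them lay in clusters. Their summed mean went from 512.7 to 4679.6 normalized counts, 9.13-fold. They are multi-copy genes, and reads placed at random make the single gene uncertain.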
